A study of Rattus norvegicus with 6 samples. Its data were reported in "Transcriptome sequencing and microRNA–mRNA regulatory network construction in the lens from a Na2SeO3-induced Sprague Dawley rat cataract model" (2023).

How the data were processed

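Cataracts were induced in Sprague Dawley rat pups by sodium selenite (Na2SeO3), a selenium salt that clouds the young rat lens when injected under the skin. Per the labels, pups of the Na2SeO3 group received 20 µmol/kg on days 3, 5 and 7, and pups of the control group received saline under the skin. Total RNA of the lens capsule, the membrane that encloses the lens together with the cells attached to it, was sequenced as 150 bp paired-end reads from 3 rats per group. The study's methods describe adapter and quality trimming with Cutadapt and Fqtrim, quality assessment with FastQC and alignment to an Ensembl rat reference with HISAT2. The genome build, the annotation release, the counting tool, the strandedness of counting, the lncRNA assembler and the circRNA caller were not stated.

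The authors deposited 3 tables of whole-number read counts with 1 column per sample, one each for mRNA, long non-coding RNA (lncRNA) and circular RNA (circRNA), and replicates were not pooled. The deposited mRNA counts are keyed by Ensembl gene IDs, the lncRNA counts by Ensembl gene IDs and by XLOC identifiers of assembled loci, and the circRNA counts by running numbers. What one circRNA count stands for (reads across the back-splice junction, or all reads of the region) was not stated. The deposited values were used as raw counts because each table holds whole numbers whose totals differ between samples. The sample titles name each column, and they gave the groups and the replicate numbers. No column was left without a sample.

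The files do not pair IDs with gene symbols or positions, and the RefSeq gene table used as a reference holds 0 of these Ensembl IDs. Features are therefore named by ID and no coordinates are given. For the same reason, the planned tests of 11 gene lists, the share of counts from crystallin genes, the scaling without crystallin genes and the values of the genes that the study names as hubs were not computed here. The share of counts taken by the 50 most abundant mRNA genes, ranked by mean CPM (counts scaled to a library of 1000000) over the 6 samples, was used in place of the crystallin share and was chosen after the data were examined. For the features named in the text, CPM used library sizes adjusted by the TMM factors described below. Gene length and GC content were not used here.

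Differential expression followed the study's stated criteria, with edgeR 4.0.16 in R 4.3.3. Features with low counts were removed with filterByExpr, library sizes were scaled with TMM factors, and the quasi-likelihood test (glmQLFit and glmQLFTest) compared the Na2SeO3 group with the control group without covariates, within each table. A feature was called up-regulated or down-regulated when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 fold change was above 1. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. This approximation can understate the uncertainty where a group is near 0 counts. Totals and shares per sample were compared with two-sided exact permutation tests of the difference in means, for which 3 samples against 3 cannot give a p-value below 0.1. Counts of 3 or fewer were taken as the floor of detection, and where all samples of one group were at or under it the fold was computed against 3 counts.

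The features named in the text were set by a rule fixed before the data were examined. Among called features with a mean count of at least 20 in the higher group and no overlap of the groups in CPM, those with the largest rise and the largest fall were eligible. Because IDs carry no symbols here, 1 feature per direction was printed for the mRNA table and for the lncRNA table, and no circRNA was named. The rule had allowed 5 mRNAs, 3 lncRNAs and 3 circRNAs each way.

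The replicate numbers of the titles occur in both groups. They come from the sample titles alone, and same-numbered samples are different animals. A fit with the replicate number as a block was run as an alternative. Further alternatives were RLE, upper-quartile and no scaling factors, other filters, the edgeR exact and likelihood ratio tests, DESeq2 1.42.0, other thresholds, the scaling of the mRNA table applied to the other tables, and leaving out each sample in turn. Alternatives added after the data were examined were abundance filters at a mean CPM of 10 and of 20, glmTreat (a test against a log2 fold change of 1), counts thinned to the smallest library total, scaling without the 50 most abundant genes, the circRNA total without the 10 most abundant circRNAs, and a circRNA test limited to circRNAs above 0 in all 6 samples. The abundance filters were added after the count of calls was seen, and mean CPM minimums of 1, 5, 10 and 20 were looked at before 10 and 20 were kept.

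The fit was tested on simulated counts drawn from the real means, library sizes and fitted trend of dispersion, with 200 features changed 2 log2 units. It recovered 199 of the 200 among 14906 mRNA genes with 0 false calls, and 182 of the 200 among 5057 lncRNAs with 3 false calls. Among 1814 circRNAs it recovered 0 of the 200, and among the 549 circRNAs above 0 in all samples it recovered 200 of the 200 with 0 false calls. For the 1814 circRNAs the simulated counts did not copy the zeros listed beside closely similar counts. Total counts per sample ranged from 11874219 to 16120616 for mRNA, from 1175787 to 1935704 for lncRNA and from 737213 to 1310520 for circRNA. Reads carried no molecular identifiers, so the floors stated cover counting error only.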

Results

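Transcript profiles of the lens capsule were obtained from 6 rats, 3 injected with Na2SeO3 (the Na2SeO3 group) and 3 injected with saline (the control group), to find the RNAs whose expression differs in the cataractous lens. Counts of mRNA, lncRNA and circRNA were given for each sample. The mRNA table listed 22263 genes, of which 3980 had no count in any sample. Its totals were 14732353, 11874219 and 16120616 counts in control replicates 1, 2 and 3, and 13635926, 13508125 and 12744584 counts in Na2SeO3 replicates 1, 2 and 3. A count of 3, the floor of detection, corresponded to between 0.186 and 0.253 CPM at these depths, without TMM factors. The lncRNA table listed 12339 loci, with 1175787 to 1661046 counts per control sample and 1820343 to 1935704 counts per Na2SeO3 sample. The circRNA table listed 6897 circRNAs, with 1102186 to 1310520 counts per control sample and 737213 to 930612 counts per Na2SeO3 sample. The labels gave no sequencing batch or date, so no comparison within batches was made.

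Replicates were first compared with each other. On the first principal component of log2 CPM, which held 74.1% of the mRNA variance, the 3 control samples lay between -37.5 and -36.4 and the 3 Na2SeO3 samples between 36.6 and 37.4. In the lncRNA table the first component held 66.3% of the variance and also separated the groups. The biological coefficient of variation of the fit was 5.62% for mRNA and 9.58% for lncRNA. No replicate pair agreed within sampling noise. The chi-square statistic per gene, which is 1 for counting noise alone, ranged from 2.18 to 5.53 for mRNA pairs within a group and from 82.6 to 95.7 for mRNA pairs across groups. No pair thus looked like repeated copies of one library. The values do not test whether the animals were independent. All 6 samples were counted as separate replicates on the basis of the labels.

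The main comparison asked which mRNAs differ between the cataractous and the normal lens. After removal of low counts, 14906 genes were tested. The edgeR quasi-likelihood test called 1155 of them differentially expressed, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Na2SeO3 samples had lower expression for 779 of these genes (67.4%, down-regulated) and higher expression for the remaining 376 (up-regulated). Without the fold-change threshold, 6990 genes (46.9% of those tested) passed the adjusted p-value, of which 3458 were higher and 3532 lower, and this was the alternative that moved the count most. The balance of directions depended on scaling. With total counts in place of TMM factors the median log2 fold change of all genes rose from 0.01 to 0.17, and 588 genes were up-regulated against 610 down-regulated. The CPM ranges of the 2 groups did not overlap for 8041 genes, or 53.9% of those tested, where chance alone gives 10%.

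**Figure D1:**
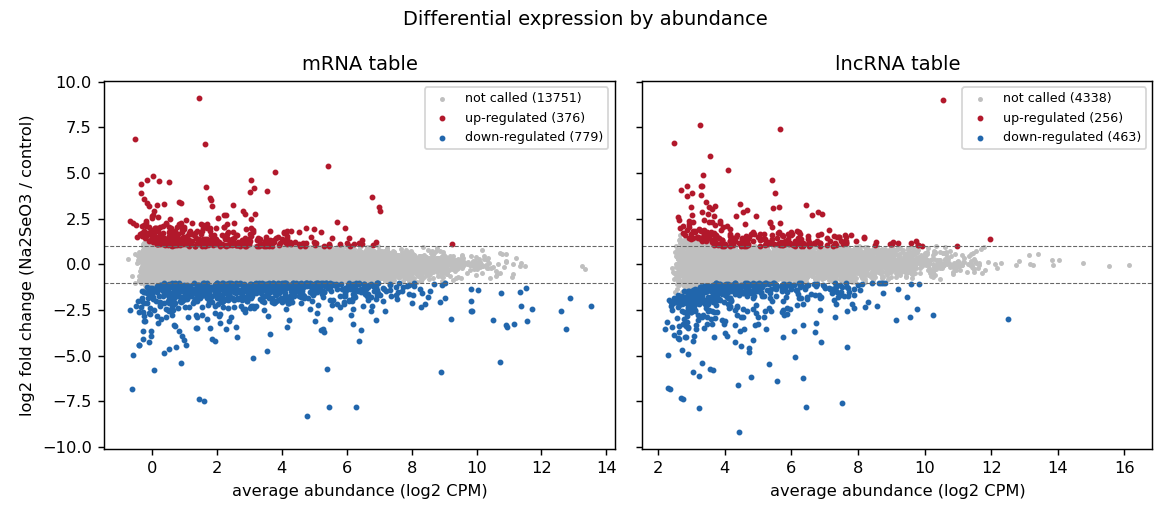
Log2 fold change (Na2SeO3 group over control group, vertical axis) against average abundance in log2 CPM (horizontal axis) for each tested mRNA gene (left) and lncRNA (right), with up-regulated features in red, down-regulated in blue, the rest in grey and dashed lines at the fold-change threshold. The 779 down-regulated mRNAs outnumber the 376 up-regulated ones and include genes at the highest abundances.

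The largest rise in fitted log2 fold change among the eligible mRNAs was that of ENSRNOG00000028648. It had 0 counts in each control sample and 85, 72 and 57 counts in Na2SeO3 replicates 1, 2 and 3. Its mean of 5.06 ± 0.80 CPM (SD, n = 3) in the Na2SeO3 group was at least 22.4-fold higher than the control floor, with an edgeR adjusted p of 5.72e-11. Its rank rests on a fit to a group at 0 counts. Another mRNA had at least 1078 counts in each Na2SeO3 sample and at most 33 in any control sample. A larger rise of that mRNA was therefore not excluded. The largest fall was that of ENSRNOG00000060048, which had 665, 681 and 877 counts in the control samples and 1, 6 and 0 counts in the Na2SeO3 samples. Its abundance was 55.3 ± 6.45 CPM in the control group and 0.164 ± 0.226 CPM in the Na2SeO3 group (SD, n = 3), a log2 fold change of -8.30 ± 0.24 (approximate SE) with an edgeR adjusted p of 1.72e-21. Fits that each left out 1 sample gave -10.26 to -7.77, so the approximate SE is too small for this feature. The labels do not give the sex of the pups, so a difference of this size between the groups could not be examined within one sex. If sex followed the groups, it could not be separated from Na2SeO3 for any of the calls.

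The calls were then set against abundance, to see at which levels of expression they lay. Genes were ranked by mean CPM over all 6 samples. Among the 10 most abundant genes, 7 were down-regulated and 0 up-regulated, and their median log2 fold change was -2.05. Among the 40 genes of ranks 11 to 50, 8 were down-regulated and 0 up-regulated, with a median of -0.13. Among the 4906 tested genes beyond rank 10000, 467 were down-regulated and 320 up-regulated, so 320 of the 376 up-regulated mRNAs came from the least abundant class. The 50 most abundant genes took 16.6% ± 0.25 of the mRNA counts in the control group and 9.69% ± 0.30 in the Na2SeO3 group (SD, n = 3). The difference of -6.87 percentage points was larger than the spread between replicates, and the groups did not overlap. The exact permutation test gave p = 0.1, the smallest that 3 samples against 3 allow, and 0.12 after Benjamini-Hochberg adjustment over the 12 totals and shares compared. For the 10 most abundant genes the shares were 8.91% ± 0.14 in the control group and 3.72% ± 0.10 in the Na2SeO3 group (SD, n = 3).

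**Figure D2:**
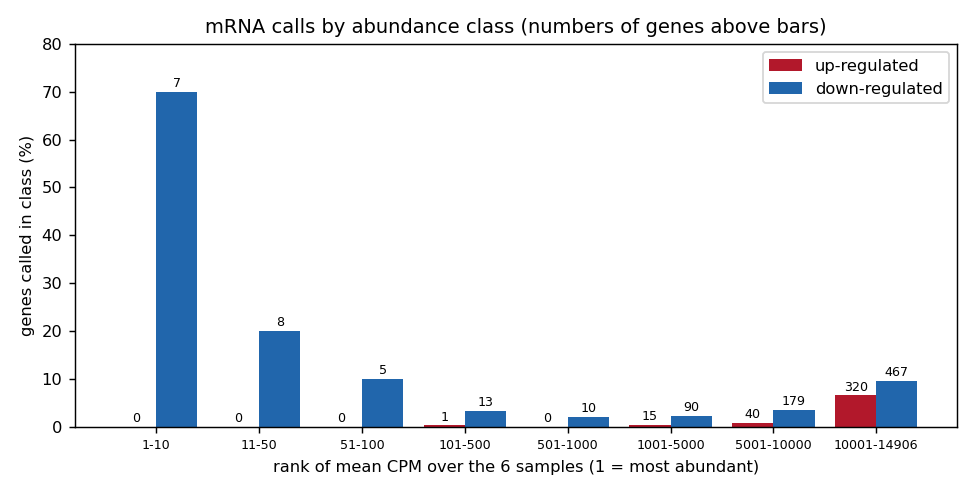
Percentage of tested mRNA genes called up-regulated (red) and down-regulated (blue) in 8 classes of abundance, ranked by mean CPM over the 6 samples, with the number of genes above each bar. Down-regulated calls make up 7 of the 10 most abundant genes, and up-regulated calls lie mainly beyond rank 10000.

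Long non-coding RNAs were compared in the same way. Of 5057 lncRNAs tested, 719 were differentially expressed in the Na2SeO3 group, 256 of them up-regulated and 463 down-regulated. Without the fold-change threshold the count was 2042, of which 1021 were higher and 1021 lower. These directions are relative to the lncRNA table's own scaling. When the library sizes and factors of the mRNA table were applied instead, the median log2 fold change of all lncRNAs moved from -0.02 to 0.28, and of 919 calls 595 were up-regulated and 324 down-regulated. Assembled XLOC loci made up 4670 of the tested lncRNAs, of which 655 (14.03%) were called, and Ensembl genes made up 387, of which 64 (16.5%) were called. Overlap of these loci with mRNA genes was not examined, and the strandedness of counting was not stated, so reads of overlapping genes or near-identical copies could not be separated.

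Among lncRNAs, the largest rise was that of ENSRNOG00000051257, with 15, 4 and 6 counts in the control samples and 5459, 5604 and 5362 counts in the Na2SeO3 samples. Its abundance was 5.85 ± 4.10 CPM in the control group and 2995 ± 38.6 CPM in the Na2SeO3 group (SD, n = 3), a log2 fold change of 8.98 ± 0.11 (approximate SE) with an edgeR adjusted p of 1.002e-38. Fits that each left out 1 sample gave 8.69 to 9.70, so the approximate SE is too small for this feature. Because the sex of the pups is not given, this rise could not be examined within 1 sex either. The largest fall in fitted log2 fold change was that of XLOC.13010, with 43, 55 and 95 counts in the control samples and 0 counts in each Na2SeO3 sample. Its control mean of 44.6 ± 13.8 CPM (SD, n = 3) was at least 27.2-fold higher than the floor of the Na2SeO3 group, with an edgeR adjusted p of 4.32e-13. Its rank rests on a fit to a group at 0 counts. Another 2 lncRNAs had at least 205 counts in each control sample and at most 4 in any Na2SeO3 sample. A larger fall of those lncRNAs was therefore not excluded.

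The totals of the non-coding tables were compared with the mRNA total of the same sample. The lncRNA table held 99111 ± 3883 counts per 1000000 mRNA counts in the control group and 141626 ± 2505 in the Na2SeO3 group (SD, n = 3), a ratio of 1.43. The circRNA table held 87390 ± 5792 counts per 1000000 mRNA counts in the control group and 60568 ± 7580 in the Na2SeO3 group (SD, n = 3), a ratio of 0.693. In both cases the groups did not overlap, and the exact permutation test gave its smallest possible value of p = 0.1 (adjusted 0.12). With the 50 most abundant genes left out of the mRNA total, the ratios were 1.32 for lncRNA and 0.64 for circRNA. The 10 most abundant circRNAs took 33.5% ± 6.71 of the circRNA counts in the control group and 12.03% ± 11.6 in the Na2SeO3 group (SD, n = 3), with individual samples from 0.9997% to 37.8%. With these 10 left out, the circRNA table held 57918 ± 2880 counts per 1000000 mRNA counts in the control group and 52858 ± 5053 in the Na2SeO3 group (SD, n = 3), a ratio of 0.913. The groups then overlapped (exact permutation p = 0.2), so the lower circRNA total rested largely on 10 circRNAs. Their share was uneven within the Na2SeO3 group, at 11.03%, 24.06% and 0.9997% in replicates 1, 2 and 3. Some of the most abundant circRNAs tested were listed at 0 in part of a group and at high counts in the rest of it. The lower total therefore does not separate lower expression of these circRNAs from the samples in which they were listed at 0.

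**Figure D3:**
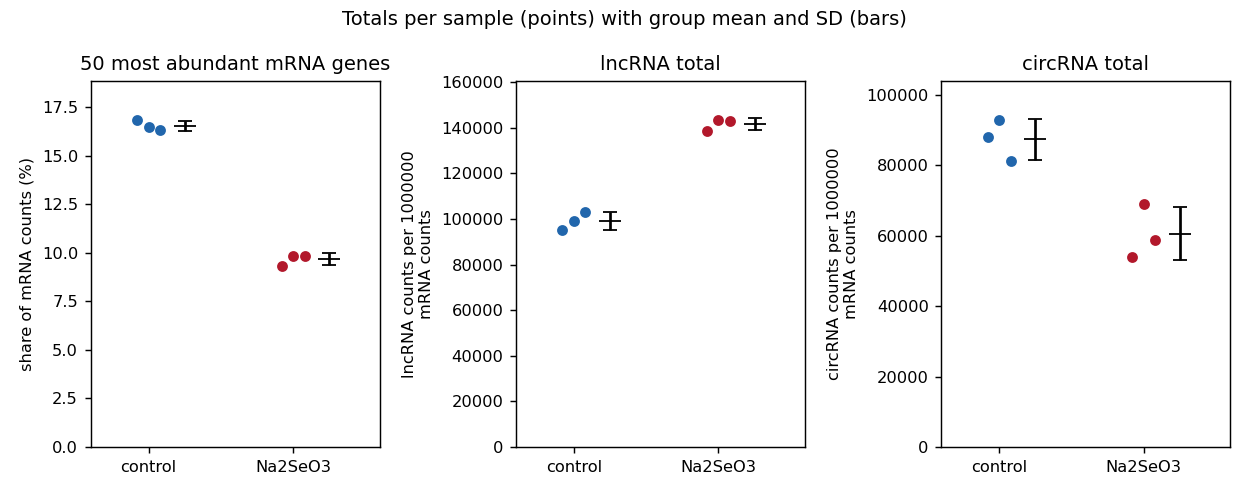
Share of mRNA counts taken by the 50 most abundant genes (left, %), and lncRNA (middle) and circRNA (right) counts per 1000000 mRNA counts, for each control (blue) and Na2SeO3 (red) sample, with the mean and SD of each group as black bars. The groups do not overlap in any of the panels, and the Na2SeO3 group is higher only for lncRNA.

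Circular RNAs differed from the other tables in how often they were listed at 0. Of all circRNA values, 65.4% were 0. Of the 6897 circRNAs, 4029 (58.4%) were above 0 in only 1 sample and 549 (7.96%) in all 6. The number above 0 was 2536 ± 320 per control sample and 2236 ± 37.1 per Na2SeO3 sample (SD, n = 3), and this difference did not exceed the spread between replicates (exact permutation p = 0.2, adjusted 0.218). After filtering, 1814 circRNAs were tested and 89 were called, 28 up-regulated and 61 down-regulated, at a biological coefficient of variation of 176%. Of these 89, 87 were at 0 in all 3 samples of one group and above 0 in all 3 samples of the other. At that variation, the fit recovered 0 of 200 simulated changes of 2 log2 units. The simulation spread this variation over all counts and did not copy zeros set beside closely similar counts. Its 0 of 200 therefore does not measure how the test performs on the listed values. When only the 549 circRNAs above 0 in all samples were tested, the coefficient of variation was 8.35% and 3 were called, all down-regulated, while 79 passed the adjusted p-value without the fold-change threshold, 47 higher and 32 lower. Without a filter on low counts, 0 circRNAs were called and 192 had an unadjusted p under 0.05.

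**Figure D4:**
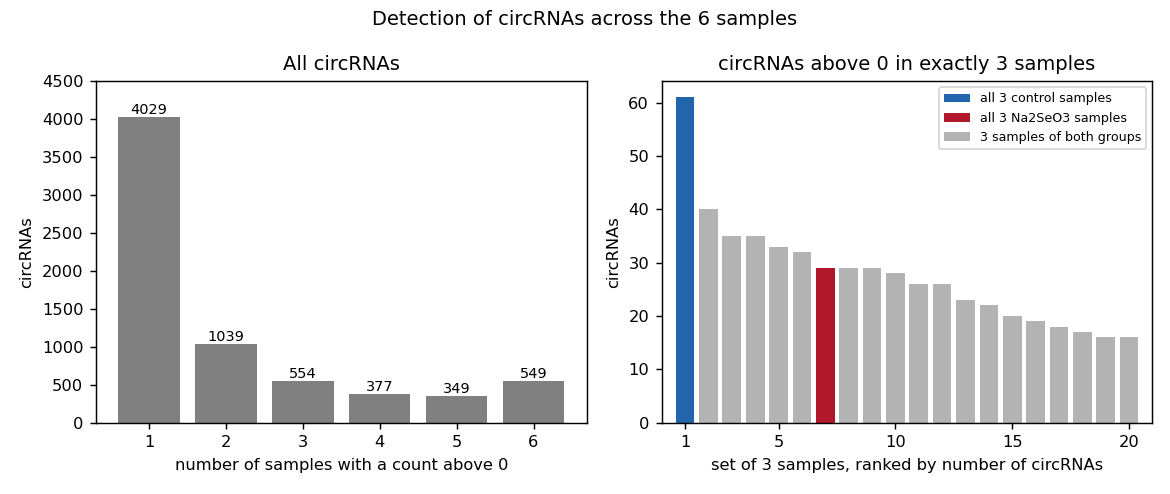
Number of circRNAs by the number of samples in which they were above 0 (left), and, for the 554 circRNAs above 0 in exactly 3 samples, the number in each of the 20 possible sets of 3 samples (right), with the all-control set in blue, the all-Na2SeO3 set in red and mixed sets in grey. The all-control set holds 61 circRNAs, the most of any set, and the all-Na2SeO3 set holds 29.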

Values the study reported

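The study reported 329 differentially expressed mRNAs in the cataractous lens. Of these, 40 were up-regulated and 289 were down-regulated.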

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

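Alternatives of scaling, filter, test, threshold, block and sample choice were fixed before the data were examined, except the abundance filters, glmTreat, thinning, the scaling or totals without the 50 most abundant genes, the shares of those genes, the circRNA total without the 10 most abundant circRNAs and the circRNA test on circRNAs above 0 in all samples.

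The mRNA count of 1155 stayed between 1086 and 1326 under the other scalings, filters on low counts, tests and the unadjusted p-value, and was 1031 at an adjusted p under 0.01. Of the 1155 genes, 986 were also called with total-count scaling and 1103 with DESeq2. The count moved by more than 1.5 times under 4 alternatives. It was 6990 without the fold-change threshold, 439 with glmTreat, 427 (75 up-regulated, 352 down-regulated) among genes with a mean CPM of at least 10 and 284 (36 up-regulated, 248 down-regulated) at a mean CPM of at least 20. Total-count scaling raised the up-regulated share of calls from 32.6% to 49.1%. The fits that each left out one sample gave 1158 to 1187 genes. With every library thinned to the smallest total, 1119 genes were called, 1082 of them among the 1155.

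The lncRNA count of 719 stayed between 578 and 956 except without the fold-change threshold (2042) and with glmTreat (274). The up-regulated share of calls, 35.6%, was 35.5% with RLE factors, 33% with upper-quartile factors and 31.4% with total counts. Applying the mRNA table's scaling gave 919 calls with a share of 64.7%, and the share was 50% among the 2042 lncRNAs without the fold-change threshold. With every library thinned to the smallest total of the lncRNA table, 1175787 counts, 615 lncRNAs were called, 570 of them among the 719.

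The circRNA count of 89 was the least stable. It was 41 with total-count scaling, which moved the median log2 fold change to 0.44, 35 at an adjusted p under 0.01, 3 among circRNAs above 0 in all samples (2 of them among the 89), and 0 without a filter on low counts, where 192 circRNAs had an unadjusted p under 0.05. The fits that each left out one sample gave 25 to 65 circRNAs. Without one control sample 82.9% to 92.0% of the calls were up-regulated, and without one Na2SeO3 sample 9.2% to 12.3% were. The cause of these changes was not tested.

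With the replicate number as a block, 1142 mRNAs and 704 lncRNAs were called, and 0 circRNAs, of which 26 had an unadjusted p under 0.05. The numbers did not pair the samples. The correlation of deviations from the group means between same-numbered samples averaged -0.005 for mRNA, -0.007 for lncRNA and -0.018 for circRNA.

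The 4 named features were followed through the alternatives of scaling and filter on low counts, DESeq2, left-out samples, the block and thinning. In all 60 resulting values, counted over features and alternatives, they kept their direction and stayed past the adjusted p and fold-change thresholds. The features were chosen as the largest changes in these same counts. That choice nearly fixed the outcome, so it is no test of how stable the other calls are. The differences in the share of the 50 most abundant genes and in lncRNA and circRNA counts per 1000000 mRNA counts kept their direction in each alternative. The circRNA difference shrank from -26822 to -5060 without the 10 most abundant circRNAs, with overlapping groups. A p-value under 0.05 was out of reach for these in every setting, and the block cannot move a difference of means. The gene list tests, the crystallin share and the scaling without crystallin genes were not run, because IDs could not be paired with symbols.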

Other observations

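The tests in this part were chosen after their results were seen, except the splits of the samples, the tests on thinned counts and the test of Na2SeO3 replicate 1 without abundant genes.

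The count of differentially expressed mRNAs here was 1155. That is higher than the value quoted from the study above. The up-regulated count here was 376, and the down-regulated count was 779. Both are higher than the values quoted from the study above. The counts were recomputed under filters on abundance. Limiting the genes to a mean CPM of at least 20 left 284 calls, 36 up-regulated and 248 down-regulated, from 8587 genes in place of 14906. Which filter the study used is not stated, and other cutoffs give other counts (427 at a mean CPM of at least 10). Minimums of 1, 5, 10 and 20 were looked at after the count of 1155 was known, so nearness to a quoted count is no evidence for one of them. Most up-regulated calls were known to lie at low abundance when these filters were chosen, so the source of the difference remains undetermined.

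Other splits of the samples gave fewer calls. The real grouping parts all same-numbered samples, and 4 splits do so. Of these 4 splits, 1 (the real one) gave as many mRNA calls, 1 as many lncRNA calls and 1 as many circRNA calls. The other 6 of the 10 possible splits keep at least 1 same-numbered pair together, and among all 10 the real split again gave the most. The 9 other splits gave 0 mRNA calls and 0 lncRNA calls, with 96 to 267 mRNAs and 56 to 71 lncRNAs at an unadjusted p under 0.05, against 7946 and 2389 in the real split. They gave 0 to 39 circRNA calls, with 44 to 60 at an unadjusted p under 0.05, against 89 and 149. With so few splits a share under 0.05 cannot be reached, and each other split mixes both treatments within its groups, which widens their spread.

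The fall of the most abundant mRNAs was recomputed under other settings. The median log2 fold change of the 10 most abundant genes was -2.05 with TMM factors, -1.89 with total counts and -2.05 after thinning all libraries to the smallest total. Total-count scaling adds nearly the same shift to each gene, so it cannot make a gap between these genes and the rest. With TMM factors the medians of the other abundance classes lay between -0.13 and 0.05. A single factor per sample cannot make the gap between these 10 genes and the rest, whichever scaling is used. The medians are therefore no test of scaling as its source. Thinning can hardly move the fold change of genes with so many counts, so its value does not decide whether depth had a part. Whether these genes mark one kind of cell was not tested because IDs carry no symbols here. A lower expression per cell and a different mix of cells therefore cannot be told apart.

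The zeros of the circRNA table were set against the counts beside them. For the 349 circRNAs above 0 in exactly 5 samples, the count expected in the sixth sample from the other 5 had a median of 161 where the table lists 0, and it was 20 or more in 344 of them (98.6%). Zeros from sampling at the depth of the library would sit at expected counts near 0. Among values above 0, only 1.27% were under 10 and the median was 160. The relative depth of the samples computed from the 549 circRNAs above 0 in all samples differed from that of the mRNA table by at most 1.79%. A candidate explanation is that the table holds reads of the whole region, set to 0 where a caller did not report the circle. The share of 1.27% alone cannot tell this apart from back-splice counts with a high calling threshold. A threshold on the count itself would leave zeros at low expected counts. The median expected count at these zeros was 161, against a median of 160 among values above 0. For the 349 circRNAs, these values argue against such a threshold. What sets a value to 0 was not tested. Of the 89 circRNA calls, 87 separate a group at 0 from a group above 0, so they carry the same uncertainty.

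Whether detection followed the groups was examined next. The sets of circRNAs above 0 overlapped by 31.1% on average within groups and by 29.9% between groups, and 1 of the 10 splits of the samples (the real one) gave as large a difference. Among the 554 circRNAs above 0 in exactly 3 samples, the pair of patterns that follows the groups held 90, and 1 of the 10 pairs of complementary patterns (that pair) held as many, the others holding 45 to 61. Neither rank can give a share under 0.1, whatever the counts, so these ranks do not decide whether detection followed the treatment.

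A small set of features was abundant in every sample of one group and far lower in every sample of the other. With at least 100 counts in each sample of the abundant group and a CPM at least 30 times that of any sample of the other, 14 features qualified in the mRNA and lncRNA tables, 11 abundant in the control group and 3 in the Na2SeO3 group. The lower group still held as many as 1314 counts for one of them. The definition was revised once, from a minimum CPM of 10 to a minimum count of 100, because the first admitted lncRNAs with few counts. At a ratio of 100, 7 remained, 5 abundant in the control group and 2 in the Na2SeO3 group, including ENSRNOG00000060048 and ENSRNOG00000051257. The latter rose from at most 15 counts to at least 5362. One hypothesis is that the animals of the groups differed in something other than treatment, such as sex, which would switch a few transcripts almost fully on or off in all replicates. The labels do not give the sex of the pups, and the number of such features, 14, cannot tell this apart from an effect of Na2SeO3. Looking up the symbols and chromosomes of these IDs would test it directly.

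Na2SeO3 replicate 1 stood apart from replicates 2 and 3 of its group. The median overdispersion (1 for counting noise) of mRNA counts was 3.38 on average for its 2 pairs and 2.08 for the pair of replicates 2 and 3. It was 3.37 for its pairs without the 50 most abundant genes and 3.14 after thinning to the smallest total, against 2.08 and 1.99 for the pair of replicates 2 and 3. A median over all genes can hardly move when 50 are left out, so a part of a few abundant genes was not excluded. The difference was still present in libraries thinned to one depth. Leaving this sample out gave 1187 mRNA calls, of which 1051 were among the 1155. In the control group the median overdispersion of mRNA counts was 2.48 and 2.93 for the pairs of replicate 1. It was 2.25 for the pair of control replicates 2 and 3, a milder difference of the same kind. No biological explanation was tested.

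The higher lncRNA total per mRNA count in the Na2SeO3 group was only partly tied to the abundant mRNAs of the control group. The ratio of 1.43 fell to 1.32 without the 50 most abundant mRNA genes. It did not rest on a few lncRNAs, since the share of the 10 most abundant ones differed by 0.076 percentage points. Differences in the share of unspliced or intergenic RNA, or in library preparation, were not tested, so the shift cannot be attributed to the treatment.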
